A study of Homo sapiens with 4 samples. Its data were reported in "Examining the NEUROG2 lineage and associated gene expression in human cortical organoids" (2025).

How the data were processed

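Nuclei were isolated from frozen pools of day 30 COs and processed with a droplet-based 5′ kit that tags each RNA molecule with a UMI. The labels place all 4 libraries in 1 group. The study's methods give 16500 nuclei as the input of each reaction, of which 10000 were expected back. The authors made the deposited counts, which are raw UMI counts per gene and barcode, with Cell Ranger, and the matrix headers give version 7.2.0. The submitters' processing notes name the build hg19, while the annotation release is not given in the sources used here. The 36601 features are the same in all 4 libraries. Of their gene IDs, 36366 are also in GENCODE release 44 (hg38) and 235 are not. Coordinates are printed from that release only. The annotation of nuclei used by the study was not used here, so classes were rebuilt and may differ from its classes.

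Barcodes with 1000 to 120000 UMIs and at most 15% mitochondrial UMIs were kept, after the study. The minimum removed 2244 barcodes, the UMI maximum 67 and the mitochondrial maximum 0, as the highest share was 6.11%. Doublets were treated by the UMI maximum alone, and leaving out nuclei called by Scrublet (expected doublet rate 0.1, 30 principal components, genes in at least 3 nuclei) was an alternative. Scrublet called 22.5%, 3.55%, 5.75% and 22.6% of nuclei in libraries 1 to 4, with thresholds of 0.143, 0.354, 0.324 and 0.150 that it set itself, so its calls differ between libraries.

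Genes were split into a clustering set and a test set of 18349 genes, with the 134 genes of 19 marker lists in the former and the 292 genes of 20 test lists in the latter. Counts were scaled to 10000 per nucleus and log-transformed. The 2000 most variable genes of the clustering set were centred within each library, as a stand-in for the anchor integration of the study. Clusters came from 30 principal components, 20 neighbours and the Leiden method at resolution 0.5, with seed 1. Only genes of the test set are reported as differing between classes. The tests of the 5 comparisons and of the shares of nuclei, their samples, covariates and gene lists, and all alternatives but that which takes the aRG-like class from 1 cluster were chosen before the data were examined. The thresholds for naming clusters, the lists described, 5 tests of explanations and the comparisons of nuclei with and without a proneural UMI in other classes were chosen after values had been seen.

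A marker counted as raised in a cluster at 2 times or more the mean of the 3 lowest clusters and in at least 5% of its nuclei. The criteria were applied in order. Clusters with under 50 nuclei, with a median UMI count under 0.5 times that of all nuclei, or with one over 1.5 times and at least 3 radial glia and 3 neuron markers were left unnamed. Next, 8 radial glia markers with fewer than 3 ventral markers gave aRG-like, and 5 basal NPC markers with fewer than 3 dividing markers, most of all clusters, stood for basal NPCs. Remaining clusters with 3 or more dividing markers were left unnamed whatever their neuron markers, as cluster 11, which had 5 of 6 ventral markers raised. Only then did 3 glutamatergic markers, no fewer than the ventral ones, or 3 ventral markers give a neuron class. A neuron or aRG-like class was not given where another list had more markers among the 10 leading genes. These thresholds kept 15.6% ± 0.662 (other neurons), 3.76% ± 0.215 (dividing), 10.8% ± 1.32 (high UMI) and 7.55% ± 3.23 (low UMI) of nuclei out of the classes. As the leading genes of cluster 13 held a marker of Cajal-Retzius cells and none of basal NPCs, it was compared by number.

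Raw counts were summed per library and class. The sums were tested with the edgeR quasi-likelihood test, TMM scaling, filterByExpr, the library as a block and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Cluster 13 was compared with aRG-like, glutamatergic with cluster 13, and glutamatergic with ventral neuron-like nuclei in 1 fit. Further fits compared nuclei with NEUROG1 alone and NEUROG2 alone, leaving out both genes from the calls, and nuclei of cluster 13 with either gene and depth-matched nuclei without. The standard error of a log2 fold change is its size divided by the square root of the F statistic, which is approximate. The p-values of edgeR, DESeq2 and the sign-flip test measure the spread between these 4 pools. The camera p-values, from the gene list test described below, compare the genes of a list with all other genes. At the preset correlation they rest on an assumed correlation of 0.01 between genes and do not measure the spread between pools. The permutation test of the ratio of NEUROG1 to NEUROG2 UMIs between neuron clusters was run within libraries and does not measure that spread. Shares of nuclei were compared with an exact sign-flip permutation test.

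The deviations of same-numbered sums from their class means correlated at 0.116 to 0.658 in all 24 pairs, above the 0.1 required, so the sums of a library were taken as paired because they come from 1 pool. A check for a library deposited more than once found none, since the counts of each pair differed by more than sampling noise (chi-square per degree of freedom of 18.5 to 110.05), with a Pearson r of log2 CPM of at least 0.995 across genes, which are not independent replicates.

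The test lists were proneural genes, NEUROG2 target genes, HAR-associated genes, Notch pathway, collagens, matrix glycoproteins and proteoglycans, matrix remodelling enzymes, deep-layer and upper-layer neuron genes, glutamatergic transmission, ventral telencephalic factors, GABAergic transmission, forebrain regional factors, DNA replication, cell cycle exit, axon guidance and adhesion, hypoxia and glycolysis, endoplasmic reticulum stress, immediate early genes and mitochondrially encoded genes. Lists with at least 3 tested genes were tested with limma camera, a competitive gene set test, at a preset correlation of 0.01 and again with an estimated correlation, which ended every call. From each list described, the called members with the largest changes and members that the study names were named. Outside the lists, genes were named from the 8 largest rises and falls among called genes of the test set with the same sign in 4 of 4 libraries, at least 20 CPM on the higher side and a gene symbol. Values of some genes that these rules pick are not reported here, while list tests and counts of calls cover all genes.

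Each fit was tested on simulated data set to hold 200 changed genes. The shares recovered rest on 54 to 74 changed genes for each size of change. For the comparisons between classes, the simulated data had more tested genes than the 8799 of the real fits. In counts simulated for cluster 13 against aRG-like nuclei (16733 genes), 60.6%, 76.6% and 87.3% of genes changed by 1.5, 2 and 4 times were recovered. For glutamatergic against cluster 13 (16718 genes) the shares were 58.8%, 71.7% and 92.6%, and for glutamatergic against ventral (16740 genes) 81.1%, 88.9% and 100.0%. For NEUROG1 against NEUROG2 nuclei (13540 genes) they were 76.2%, 90.5% and 100.0%, and for positive against negative nuclei (7551 genes) 59.0%, 89.1% and 100.0%. Of the calls in these simulated data, 2.2% to 8.0% were false. The comparisons between classes called 2207 to 4234 genes. Whether the shares recovered and false hold for so many changed genes was not tested. Alternatives were DESeq2, no TMM factors, no filter on low counts, no block, each library left out, a UMI minimum of 2000, a mitochondrial maximum of 5%, Scrublet, Leiden resolutions of 0.3 and 1.0, no centring, variable genes from both gene sets, matched or restricted nuclei, thinning to 1000 UMIs and at least 2 UMIs.

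Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.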

Results

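Single-nucleus RNA-seq was run on human cortical organoids (COs), 3-dimensional cultures that model early forebrain development, at day 30 of culture. The COs were grown from H1/WA01, an established line of human embryonic stem cells, with a kit for dorsal forebrain. The 4 libraries form 1 group, and each was made from nuclei of a batch of 5 pooled COs. With a single group, the comparisons were made between classes of nuclei within the libraries. Libraries 1 to 4 held 24437, 23491, 29999 and 27856 barcodes, with 109487743, 124029047, 115819917 and 125317739 unique molecular identifiers (UMIs). Of all 105783 barcodes, 103472 passed the filters, a mean of 25868 ± 3209 (SD, n = 4) per library. The median depth of a nucleus was 3541, 4117, 3194 and 3689 UMIs in libraries 1 to 4, and the mean depth was 4485 ± 506 UMIs (SD, n = 4). The median number of genes detected per nucleus was 2182 ± 156 (SD, n = 4).

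The nuclei formed 15 clusters, numbered from 0 by size. Most were neurons. Nuclei with markers of ventral or GABAergic neurons made up 40.0% ± 2.79 (SD, n = 4) of each library, in clusters 2, 3, 4, 8 and 10, and are called ventral neuron-like. Each of those clusters had 4 or 5 of 6 ventral or GABAergic markers raised. Glutamatergic neuron-like nuclei (cluster 6), in which TBR1, a transcription factor of early-born glutamatergic cortical neurons, was among the leading genes, made up 7.30% ± 1.07. Cluster 6 had 3 of 6 glutamatergic neuron and 3 of 6 Cajal-Retzius cell markers raised, the same numbers as cluster 13 below. Apical radial glia-like (aRG-like) nuclei, with 9 and 12 of 12 radial glia markers raised in clusters 7 and 9, made up 13.1% ± 1.70, and 5 and 4 of 6 dividing cell markers were raised in them. OTX2-AS1, GLIS3 and EYA4 were among the leading genes of cluster 7, and RGS6, ADAMTS3 and SLC1A3 of cluster 9. Neurons of clusters 0 and 12, with 5 and 4 of 8 pan-neuron markers raised, met no class and made up 15.6% ± 0.662, and dividing nuclei of clusters 11 and 14, which carried both progenitor and neuron markers, 3.76% ± 0.215. Cluster 1 (10.8% ± 1.32) had a median of 6977.5 UMIs and markers of both radial glia and neurons. Cluster 5 (7.55% ± 3.23) had a median of 1383 UMIs and was led by ATF3, CDKN1A and histone genes.

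Cluster 13 was small, at 1.90% ± 0.736 (SD, n = 4) of nuclei or 1991 in total, and had raised levels of 7 of the 12 basal neural progenitor cell (NPC) markers. None of those 7 was among its 10 leading genes, which included EBF2, EBF3, RSPO3, CHRNA3 and CHRNB4. It also had 3 of 6 glutamatergic neuron and 3 of 6 Cajal-Retzius cell markers raised, EBF2 among the latter, and 0 of 6 dividing cell markers. For these reasons it is reported by its number and not as a named cell type, although it was the only cluster to meet the criterion used for basal NPCs. Library 4 had the highest share of cluster 13, at 3.01%, against 1.48% to 1.59% in the other libraries.

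**Figure D1:**
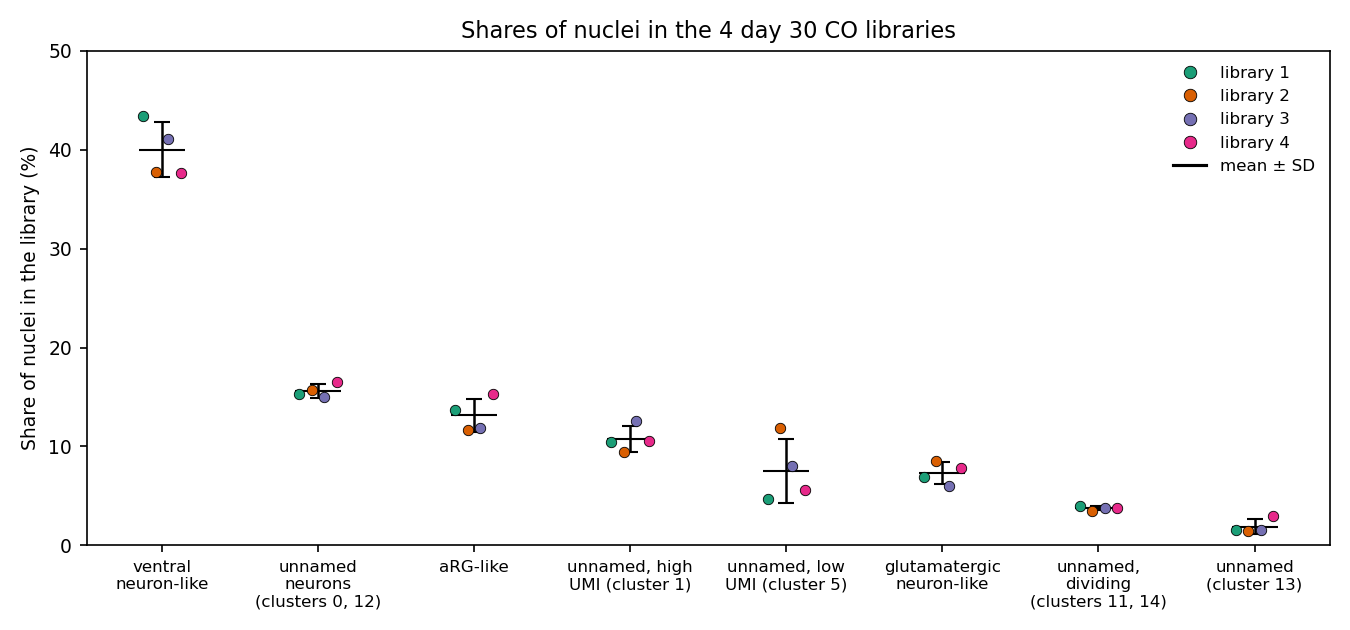
Share of nuclei (%, y axis) in each class or unnamed set of clusters (x axis), with a point for each of the 4 libraries and a bar for the mean ± SD. Ventral neuron-like nuclei were the largest class, at 40.0% ± 2.79, and cluster 13 was the smallest, at 1.90% ± 0.736.

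The proneural genes NEUROG1 and NEUROG2 encode basic helix-loop-helix factors that start neurogenesis. To ask which of them was detected more often at day 30, and where, nuclei with at least 1 UMI of each gene were counted. NEUROG1 was detected in 3.52% ± 0.788 and NEUROG2 in 1.55% ± 0.246 of all nuclei (SD, n = 4). In cluster 13 NEUROG1 was found in 24.0% ± 6.26 of nuclei and NEUROG2 in 2.76% ± 1.63, and the summed counts held 71.2 and 6.40 CPM (counts scaled to the total of each sum). Outside cluster 13 both genes were found at low shares in the other named classes. NEUROG1 was in 3.18% ± 0.835 of aRG-like, 3.43% ± 0.645 of glutamatergic neuron-like and 2.70% ± 0.607 of ventral neuron-like nuclei, and NEUROG2 in 1.65% ± 0.254, 1.26% ± 0.203 and 1.32% ± 0.136.

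Ventral neuron-like nuclei serve as the background, on the assumption that neither gene is transcribed in these nuclei. Their median depth was 3661 UMIs, against 3881 in cluster 13, 3866 in glutamatergic neuron-like and 3207 in aRG-like nuclei. When every nucleus was thinned to 1000 UMIs, NEUROG1 was left in 7.18% of cluster 13 and 0.786% of ventral neuron-like nuclei, and NEUROG2 in 0.731% and 0.352%. The difference in NEUROG2 was within its spread, at 0.379 ± 0.522 percentage points (higher in 3 of 4 libraries, p = 0.375 by an exact two-sided sign-flip permutation test within libraries, and p = 0.25 before thinning), while NEUROG1 was higher in 4 of 4. In glutamatergic neuron-like nuclei the thinned shares were 0.784% and 0.346%, at or below background. Before thinning, their share with NEUROG1 was above background in 4 of 4 libraries, by 0.726 ± 0.224 percentage points. Their share with NEUROG2 was above it in 1 of 4. In aRG-like nuclei the thinned shares were 0.867% ± 0.257 and 0.525% ± 0.156, against 0.786% ± 0.189 and 0.352% ± 0.0762 in ventral neuron-like nuclei (SD, n = 4). The share with NEUROG2 was higher in aRG-like than in ventral neuron-like nuclei in 4 of 4 libraries, by 0.172 ± 0.104 percentage points, and that with NEUROG1 in 3 of 4. The same exact test gave p = 0.13, the smallest it allows, and p = 0.375. The share with NEUROG1 exceeded that with NEUROG2 in 4 of 4 libraries, over all nuclei by 1.97 ± 0.690 percentage points and in cluster 13 by 21.2. The same exact test gave p = 0.13 in each case, the smallest value that 4 libraries allow. NEUROG1 (ENSG00000181965) lies on the minus strand of chromosome 5, from 135534282 to 135535964, with 1 exon in its canonical transcript. NEUROG2 (ENSG00000178403) lies on the minus strand of chromosome 4, from 112513516 to 112516180, with 2 exons (hg38, GENCODE release 44).

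**Figure D2:**
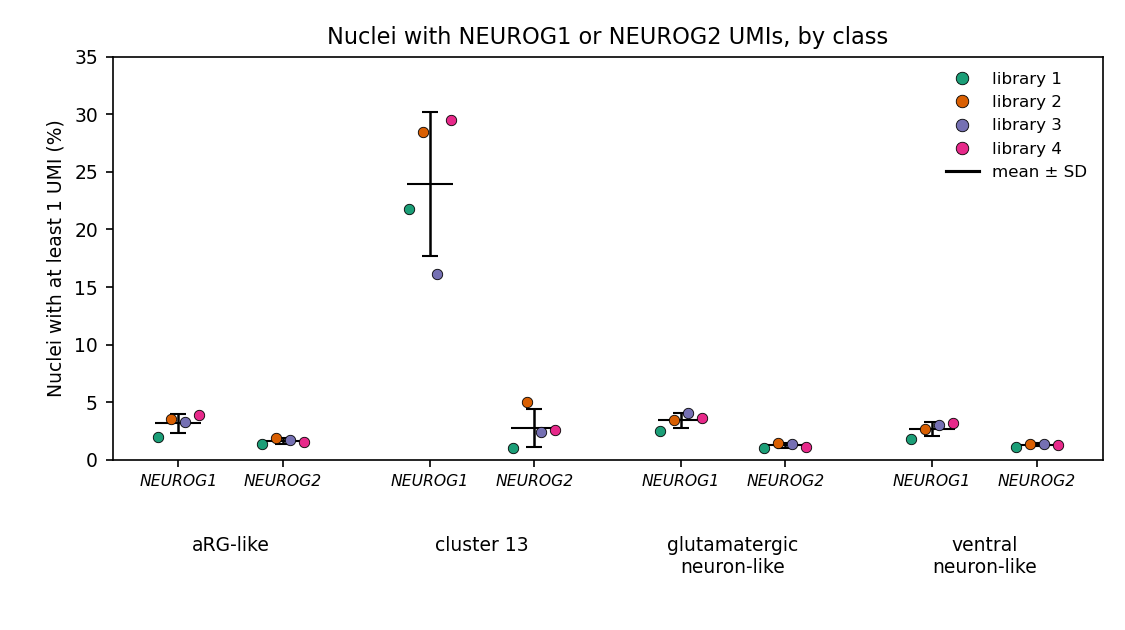
Share of nuclei with at least 1 UMI of NEUROG1 or NEUROG2 (%, y axis) in aRG-like, cluster 13, glutamatergic neuron-like and ventral neuron-like nuclei (x axis), with a point per library and a bar for the mean ± SD. NEUROG1 stood at 24.0% ± 6.26 in cluster 13 and at 2.70% to 3.43% in the other classes.

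To place NEUROG1, NEUROG2 and their targets along the lineage, cluster 13 was compared with aRG-like nuclei. NEUROG1 rose from 9.79 ± 2.50 to 71.2 ± 18.8 CPM (SD, n = 4), a log2 fold change of 2.98 ± 0.17 (SE, adjusted p = 3.16e-11, edgeR). NEUROG2 differed by 0.53 ± 0.23 and was not called by edgeR (adjusted p = 0.0667, higher in 3 of 4 libraries), while DESeq2 called it (adjusted p = 0.0486), as did edgeR without library 1 (0.68, adjusted p = 0.0308). Over all alternatives its adjusted p ran from 0.0122 to 0.990. Targets of NEUROG2 rose with NEUROG1.

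All 8 measured NEUROG2 target genes rose (camera adjusted p = 2.41e-05, adjusted p = 0.274 with an estimated correlation). They were led by NEUROD4 (4.68 ± 0.29), EOMES (4.48 ± 0.24), NEUROD1 (3.02 ± 0.34) and HES6 (1.98 ± 0.082). NEUROD4 and NEUROD1 encode neuronal differentiation factors, EOMES a T-box factor of intermediate progenitors and HES6 an antagonist of HES1. The list is the study's own and is not taken as independent evidence of a direction. Nor is the direction independent of how cluster 13 was chosen, since it had the most basal NPC markers raised (7 of 12). The study reports target genes such as HES6 and CBFA2T2 in its cluster of basal radial glia. Of the pair of genes that the study links to human accelerated regions (HARs), which is likewise its own choice, FZD8, a WNT receptor gene, fell by 1.33. PPP1R17, which encodes a phosphatase inhibitor, differed by 0.41 and was not called by edgeR (adjusted p = 0.0671), while DESeq2 called it (adjusted p = 0.0418, range over all alternatives 2.85e-05 to 0.504), as did edgeR without library 1 (0.47) and without library 3 (0.54). All 17 DNA replication genes fell, including DTL (−2.56), CDC45 (−2.33) and RRM2 (−2.13), with camera adjusted p = 3.41e-08 and adjusted p = 0.274 with an estimated correlation. This direction is not independent of how the clusters were chosen, since cluster 13 had to have fewer than 3 dividing markers raised and had 0, while the aRG-like clusters 7 and 9, for which no such limit was set, had 5 and 4. Of 13 Notch pathway genes, 9 fell and 2 rose. The receptors NOTCH2 (−3.28) and NOTCH3 (−1.65) and LFNG (−1.93), which modifies Notch, were among those that fell (camera adjusted p = 0.0222, adjusted p = 0.430 with an estimated correlation).

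Of the neuronal lists described, glutamatergic transmission and axon guidance and adhesion passed camera at the preset correlation, both higher. The deep-layer and upper-layer lists did not pass, and whether lists differ was not tested. Of 11 glutamatergic transmission genes, 9 rose and none fell, led by the receptor genes GRIK2 (2.77) and GRM7 (2.76). Their camera adjusted p was 3.03e-05, and the adjusted p = 0.274 with an estimated correlation. Of 25 axon guidance and adhesion genes, 16 rose and 6 fell, with DCC (3.64), SLIT1 (3.57) and CNTN2 (3.43) in front (camera adjusted p = 0.000122, adjusted p = 0.274 with an estimated correlation). Of 12 deep-layer neuron genes 3 rose and 5 fell (camera adjusted p = 0.727), and of 8 upper-layer neuron genes 2 rose and 4 fell (adjusted p = 0.952, Up, with a median of −0.234 and a mean of 0.012). CDKN1C, an inhibitor of cyclin-dependent kinases, rose by 1.74 and CDKN1A fell by 0.80, so that 2 of 8 cell cycle exit genes rose and 2 fell (camera adjusted p = 0.804, Up, with a median of −0.075 and a mean of 0.163).

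Matrix genes were mostly lower in cluster 13 than in aRG-like nuclei, without a list passing camera. Of 23 collagens 4 rose and 12 fell (adjusted p = 0.0687), including COL14A1 (3.55) and COL22A1 (−4.33). Of 28 matrix glycoproteins and proteoglycans 7 rose and 17 fell (adjusted p = 0.0671), FBLN5 (−3.28) and LAMA4 (−3.10) the most. Of 30 matrix remodelling enzymes 5 rose and 17 fell (adjusted p = 0.115), led by ADAMTS3 (−4.16) and ADAMTSL1 (−3.34). Of 10 forebrain regional factors 3 rose and 5 fell (adjusted p = 0.471), with DMRTA2 at 3.81 and LEF1, a WNT effector, at −2.07. Outside the lists EBF3 (5.16), MARCH11, SLC18A1, ADAM12, CSMD3, PCSK2 and CNGB1 (4.08) were among the largest rises. The largest falls were in RGS6 (−4.72), DIAPH3, LINC01965, CREB5, NOTCH2NLC, BRIP1, ARHGAP11B and PIEZO2 (−3.62). NOTCH2NLC and ARHGAP11B have near-identical copies, so their counts are uncertain.

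The edgeR quasi-likelihood test called 4234 of 8799 genes between cluster 13 and aRG-like nuclei, 1943 higher and 2291 lower. With the total count alone as the scale, 4609 genes were called and the share that was higher went from 45.9% to 33.8%, while the median of all genes moved by −0.105. By DESeq2 2083 were higher and 2017 lower. Adjusted over the list alone, the number of called members changed only for proneural genes (2 to 3), HAR-associated genes (1 to 2), upper-layer neuron genes (6 to 7), ventral telencephalic factors (8 to 9), GABAergic transmission (6 to 8) and mitochondrially encoded genes (1 to 0, with 1 called over all genes). Every gene said here to have risen or fallen moved that way in 4 of 4 libraries.

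**Figure D3:**
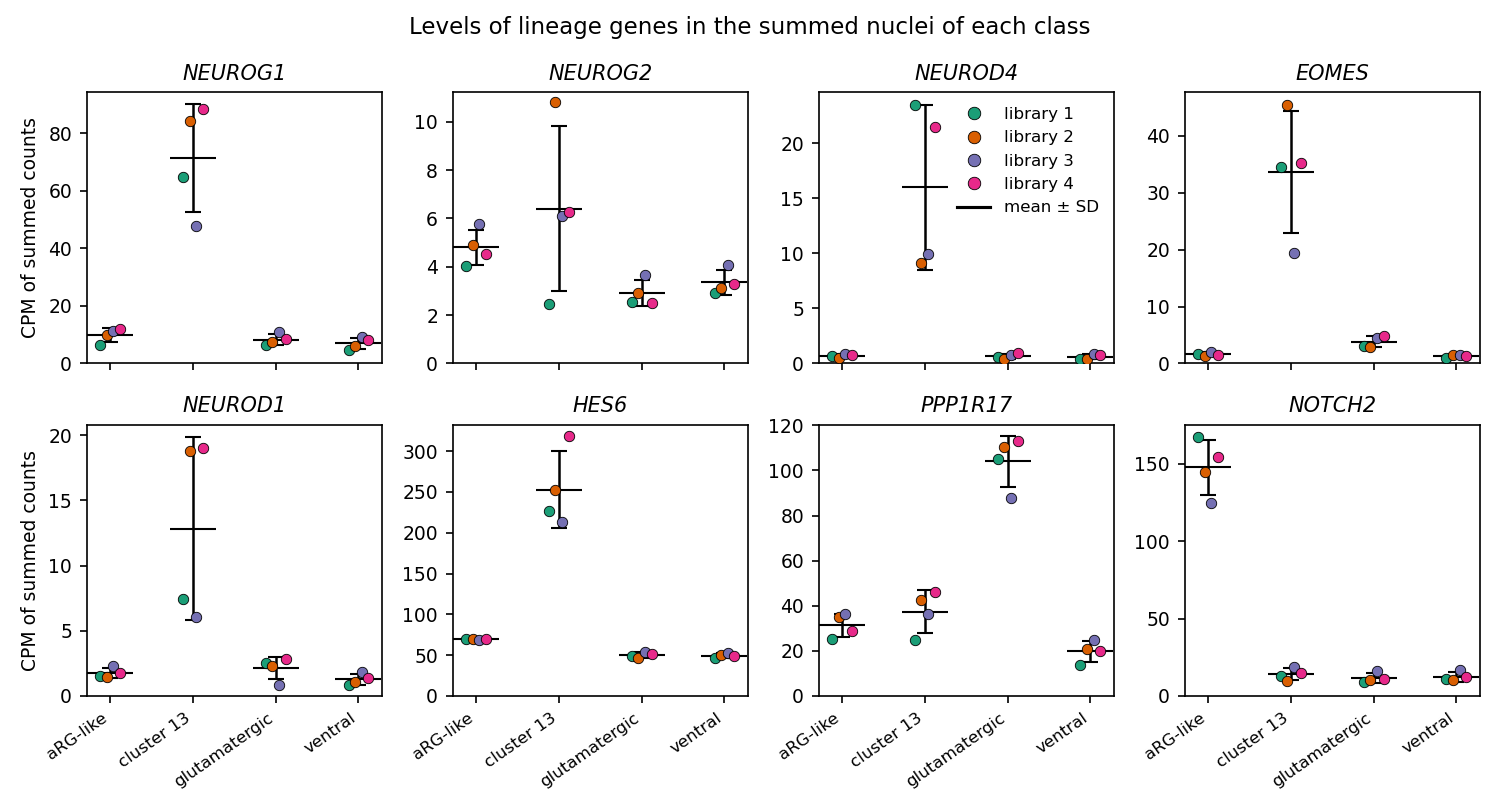
Level of 8 lineage genes (CPM of counts summed per library and class, y axis, a separate scale per panel) in aRG-like, cluster 13, glutamatergic neuron-like and ventral neuron-like nuclei (x axis), with a point per library and a bar for the mean ± SD. NEUROG1, NEUROD4, EOMES, NEUROD1 and HES6 were highest in cluster 13, PPP1R17 in glutamatergic neuron-like nuclei (104 ± 11.2 CPM) and NOTCH2 in aRG-like nuclei (148 ± 18.0 CPM).

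Glutamatergic neuron-like nuclei were then compared with cluster 13, the only cluster that met the criterion for basal NPCs, although it is not named as such and no order between the sides was tested. NEUROG1 fell by 3.10 on the log2 scale (SE 0.18, adjusted p = 1.47e-10) and NEUROG2 fell by 1.13 (SE 0.26, adjusted p = 0.00273, edgeR), from 6.40 to 2.91 CPM, although it was lower in only 3 of 4 libraries. PPP1R17 rose from 37.5 to 104 CPM, by 1.48 ± 0.16 (adjusted p = 7.42e-07). The study takes PPP1R17 as a marker of intermediate progenitors and reports it in the same cluster as TBR1, RELN and SLC17A6. Whether the glutamatergic neuron-like class holds such progenitors was not tested, so the rise is not placed in neurons alone.

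Of the 8 measured NEUROG2 target genes 7 fell, NEUROD4 by 4.52, EOMES by 3.11, NEUROD1 by 2.57 and HES6 by 2.31 (camera adjusted p = 7.26e-08, adjusted p = 0.103 with an estimated correlation). FZD8, the other HAR-associated gene, stood at −0.38 (adjusted p = 0.255) and was called without library 3 (−0.63, adjusted p = 0.00265, range over all alternatives 0.00265 to 0.660). For these lists, chosen by the study, the counts are not independent evidence. The choice of cluster 13 by basal NPC markers also bears on the direction of the target genes. The proneural list, with 2 of 3 genes lower, did not pass camera (adjusted p = 0.0639). Of 8 cell cycle exit genes 4 fell, CDKN1C by 1.73 and TP53INP1, a p53 target, by 0.86 (camera adjusted p = 0.00398, adjusted p = 0.103 with an estimated correlation). Of 13 Notch pathway genes 1 rose and 5 fell, including NOTCH1 (−1.36) and DLK1 (−1.20), with camera adjusted p = 0.00446 and adjusted p = 0.233 with an estimated correlation.

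Genes of synaptic transmission rose. Of 11 glutamatergic transmission genes 9 rose and none fell, with GRIA4 at 3.27 and GRM7 at 2.62 (camera adjusted p = 2.42e-05, adjusted p = 0.212 with an estimated correlation). Of 12 GABAergic transmission genes 9 rose, among them the receptor subunits GABRA2 (2.97) and GABRG3 (1.44). Their camera adjusted p was 7.43e-05, and the adjusted p = 0.103 with an estimated correlation. Deep-layer neuron genes went the other way, with 9 of 12 lower and 1 higher (camera adjusted p = 2.97e-05, adjusted p = 0.0666 with an estimated correlation). NFIA (−3.30), FEZF2 (−1.67) and FOXP2 (−1.32) fell and KIAA1217 (2.39) rose. The study lists NFIA among oligodendrocyte markers and names FOXP2 as a marker of GABAergic interneurons as well as of deep layers. The falls are therefore not read as a loss of deep-layer identity. Of 10 endoplasmic reticulum stress genes 3 fell, including the chaperones HSPA5 (−0.51) and PDIA4 (−0.48), without passing camera (adjusted p = 0.0517). Of 8 immediate early genes 2 rose, FOS by 1.35 and JUN by 0.57 (camera adjusted p = 0.0657). Of 25 axon guidance and adhesion genes 15 rose and 6 fell (camera adjusted p = 0.0245, adjusted p = 0.212 with an estimated correlation). Of 10 forebrain regional factors 4 fell and none rose (camera adjusted p = 0.0156, adjusted p = 0.212 with an estimated correlation).

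Outside the lists the largest rises were in LINC02197 (4.03), INSYN2B, SUSD4, CDH18, INPP4B, GABRB1, PTGER3 and KLHL4 (3.05). The largest falls were in LINC01239 (−4.32), SLC44A3, ZBTB16, DMRTA1, EYA4, GLIS3, SLC6A16 and ADAM12 (−3.33). In all, edgeR called 2207 of 8799 genes, 1178 higher and 1029 lower in glutamatergic neuron-like nuclei. More were lower than higher with the total count alone as the scale (1013 higher and 1207 lower), by DESeq2 (1010 and 1143) and without library 3 (1090 and 1111). Adjusted over the list alone, called members went from 6 to 8 for the Notch pathway, from 10 to 11 for deep-layer neuron genes and from 21 to 23 for axon guidance and adhesion, and were the same for the other lists. When the clusters were built from genes of both the clustering and the test set, which widened the class of cluster 13, 1307 genes were called.

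The study sets glutamatergic against GABAergic identity, and glutamatergic neuron-like nuclei were therefore compared with ventral neuron-like nuclei. Ventral telencephalic factors were lower in the glutamatergic nuclei, with 10 of 13 called and none higher (camera adjusted p = 1.93e-07, adjusted p = 0.0922 with an estimated correlation). The classes had been named by ventral markers, of which 4 or 5 of 6 were raised in each ventral cluster and 0 in the glutamatergic one, so this direction is not independent of the naming. EBF1 (−1.52 ± 0.12), MEIS2 (−1.49 ± 0.076) and LHX8 (−1.14 ± 0.21) were among those that fell (log2 ± SE, edgeR adjusted p between 1.08e-11 and 0.000212). PPP1R17 was higher in glutamatergic neuron-like nuclei by 2.43 ± 0.11 (adjusted p = 2.11e-12), at 104 against 19.8 CPM. Neither NEUROG1 nor NEUROG2 was called between these classes.

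NEUROG1 stood at 0.25 (adjusted p = 0.324) and NEUROG2 at −0.20 (adjusted p = 0.423). At resolution 0.3, where 1986 of the 1991 nuclei of cluster 13 joined the glutamatergic class, NEUROG1 was higher by 1.55 (adjusted p = 5.03e-07, range over all alternatives 5.03e-07 to 0.521). Of the proneural list 0 of 3 genes were called by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2, and camera gave adjusted p = 0.995. Of the 8 measured NEUROG2 target genes 3 rose (camera adjusted p = 0.188), EOMES by 1.52, RND2, a small GTPase of neuronal migration, by 0.28 and CBFA2T2 by 0.13. CBFA2T2 lost its call under 9 of 16 alternatives (adjusted p from 8.48e-07 to 0.549), among them those without library 1 (0.12), library 2 (0.13) and library 4 (0.12). FZD8 stood at 0.11 (adjusted p = 0.612). These are again lists of the study and no independent evidence. Most other neuronal lists split. Of 12 deep-layer neuron genes 3 rose and 6 fell (camera adjusted p = 0.649), with SOX5 (2.19) and KIAA1217 (1.98) higher and FOXP2 (−2.10) and BCL11B (−1.94) lower. The study names FOXP2 and BCL11B as markers of GABAergic interneurons too, and FOXP2 was among the leading genes of the ventral neuron-like cluster 4. Of 8 upper-layer neuron genes 4 rose and 2 fell (adjusted p = 0.342), with RORB (3.48), MDGA1 (3.01) and CUX2 (1.10) higher and UNC5D (−0.92) lower.

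Of 12 GABAergic transmission genes 2 rose and 5 fell (camera adjusted p = 0.634). The receptor subunit GABRA2 rose by 1.61, while GABRB2 fell by 1.44 and the interneuron peptide SST by 1.26. Of 11 glutamatergic transmission genes 4 rose and 5 fell (adjusted p = 0.864, Down, with a median of −0.494 and a mean of 0.013), with GRIA4 (2.35) higher and GRIN2B (−1.23) lower. DMRTA2 (2.09) and EMX2 (1.65), dorsal regulators, rose, as 2 of 4 forebrain regional factors that rose and against 2 of 10 that fell (adjusted p = 0.188). Of 25 axon guidance and adhesion genes 12 rose and 9 fell (adjusted p = 0.188), with UNC5C (4.28), SLIT1 (3.44) and CDH13 (2.37) at the top. LAMA4 (3.72) rose and VCAN (−1.39) fell among 28 matrix glycoproteins and proteoglycans, of which 5 rose and 6 fell (adjusted p = 0.995, Down, with a median of 0.046 and a mean of 0.103). Of 13 hypoxia and glycolysis genes 1 rose and 2 fell, PFKP by 0.51 and SLC2A3 by 0.34 (adjusted p = 0.634). Of 12 mitochondrially encoded genes, a sign of RNA from outside the nucleus, 4 fell (adjusted p = 0.0440, adjusted p = 0.838 with an estimated correlation). No DNA replication gene was called by edgeR or DESeq2 (0 of 17, and 0 at an unadjusted p under 0.05).

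**Figure D4:**
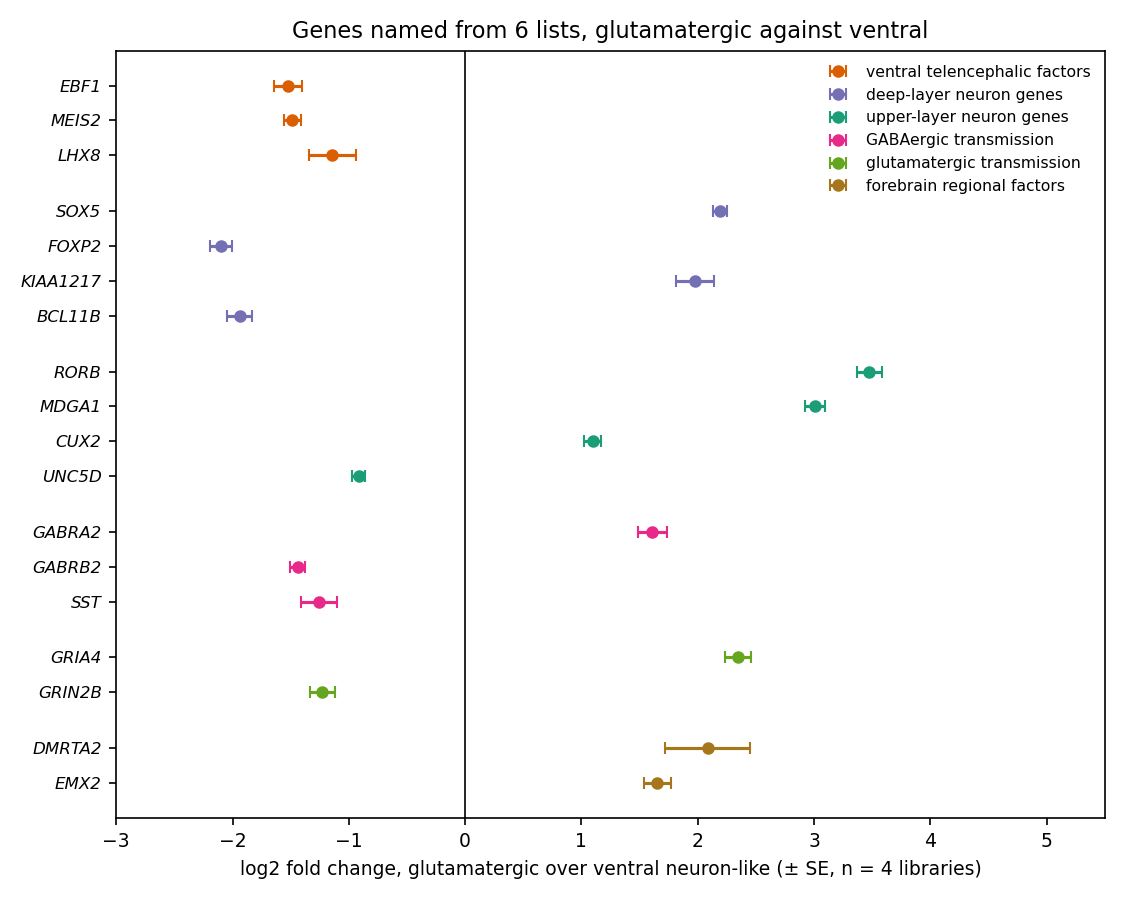
Log2 fold change (x axis, ± SE, n = 4 libraries) of glutamatergic over ventral neuron-like nuclei for genes (y axis) named from 6 lists. The 3 ventral telencephalic factors shown lie between −1.52 and −1.14, and the other lists hold genes on both sides of 0, except the forebrain regional factors DMRTA2 (2.09) and EMX2 (1.65).

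Outside the lists the largest rises were in CFAP47 (4.37), LINC02609, CDH12, ADCYAP1, PTGER3, FSTL5, PDE1A and ANKFN1 (4.09). CACNA2D3 (−2.20), LRMDA, LRFN2, CNTNAP5, IQCJ-SCHIP1, TRPC4 and C5orf64 (−1.85) were among the largest falls. IQCJ-SCHIP1 is a readthrough of neighbouring genes and its counts are uncertain. The edgeR test called 2793 of 8799 genes, 1442 higher and 1351 lower. More were lower than higher with the total count alone as the scale (1345 higher and 1548 lower), without the filter on low counts (1370 and 1684), at resolutions 0.3 and 1.0 (1406 and 1857, 1428 and 1470) and with variable genes from both gene sets (1472 and 1558). Adjusted over the list alone, called members went from 5 to 6 for the Notch pathway, 11 to 12 for matrix glycoproteins and proteoglycans, 11 to 12 for matrix remodelling enzymes, 9 to 10 for deep-layer and 6 to 7 for upper-layer neuron genes. They went from 7 to 9 for GABAergic transmission, 6 to 7 for forebrain regional factors and 4 to 9 for mitochondrially encoded genes.

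The study orders nuclei with NEUROG1 or NEUROG2 along a trajectory, and nuclei with a UMI of NEUROG1 alone were compared with those with NEUROG2 alone. In libraries 1 to 4 there were 575, 828, 1012 and 1163 of the former and 288, 396, 449 and 373 of the latter. The sides differed in make-up, as 475 of the 3578 nuclei with NEUROG1 (13.3%) and 34 of the 1506 with NEUROG2 (2.26%) were in cluster 13. In ventral neuron-like nuclei, taken as the background, NEUROG1 was in 2.70% of nuclei and NEUROG2 in 1.32%. Both sides may therefore hold many nuclei with a background UMI only, and their share was not measured. EOMES was higher by 1.72 ± 0.30, HES6 by 0.74 ± 0.092, the Notch ligand DLL3 by 0.61 ± 0.086 and CBFA2T2 by 0.43 ± 0.055 (log2 ± SE, edgeR adjusted p between 1.70e-05 and 0.00143). CDKN1C was higher by 0.62 and DCC by 0.49, in 4 of 4 libraries as for every gene named here. With the nuclei matched on library, class and UMIs 24 of these 26 named genes were no longer called, TMEM132D still was and EOMES was not tested. Some values were smaller in the matched nuclei, as for HES6 (0.31) and DCC (0.12), and others close to those before, as for CDH20 (−0.36 after −0.39) and NEIL3 (−0.47 after −0.49). With DESeq2 19 were no longer called, at values such as 1.78 for EOMES and 0.70 for HES6. Within cluster 13, where the side with NEUROG2 held 3, 10, 10 and 11 nuclei, 12 of the named genes kept their direction, DLL3 (0.72) and ST18 (0.54) among them, and 5 did not, HES6 (−0.24) and CBFA2T2 (−0.21) among them.

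Of 6 measured NEUROG2 target genes 4 were higher and none lower, on the study's own list (camera adjusted p = 6.25e-05, adjusted p = 0.492 with an estimated correlation). Of 25 axon guidance and adhesion genes 3 were higher, SLIT1 (0.34) among them, and 2 lower (adjusted p = 0.420). DLK1 was the only one of 13 Notch pathway genes called (0.20, list adjusted p = 0.822) and CDKN1C the only one of 8 cell cycle exit genes (list adjusted p = 0.603). Of 24 matrix remodelling enzymes TIMP2 was higher (0.24) and ADAMTS3 lower (−0.29, list adjusted p = 0.0988). For 17 DNA replication genes edgeR and DESeq2 called 0, with 5 at an unadjusted p under 0.05, while camera placed the list lower (adjusted p = 0.00326, adjusted p = 0.492 with an estimated correlation). For 12 mitochondrially encoded genes both tools called 0, with 7 at an unadjusted p under 0.05, and camera placed the list higher (adjusted p = 0.00326, adjusted p = 0.673 with an estimated correlation). DESeq2 called 2 of the NEUROG2 target genes, 2 of the axon guidance and adhesion genes and none of the Notch pathway, cell cycle exit or matrix remodelling lists. Outside the lists the largest rises were in LINC01239 (1.24), ZBTB16, LHX5-AS1, IGFBP5, PARM1, ST18, TMEM132D and TMEM163 (0.53). The largest falls were in ARAP2 (−0.59), NEIL3, CDH20, CREB5, JPH1, DIAPH3, PDZRN3 and RGS6 (−0.32).

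The edgeR test called 200 of 13677 genes between the nuclei with NEUROG1 and those with NEUROG2 alone, 105 higher and 95 lower, and 1430 at an unadjusted p under 0.05. Adjusted over the list alone, called members went from 0 to 4 for collagens, 1 to 4 for matrix glycoproteins and proteoglycans, 2 to 4 for matrix remodelling enzymes, 0 to 3 for deep-layer neuron genes, 0 to 3 for forebrain regional factors, 5 to 8 for axon guidance and adhesion and 0 to 5 for mitochondrially encoded genes. For ventral telencephalic factors they went from 1 to 2, for GABAergic transmission from 0 to 1 and for DNA replication from 0 to 1. With the nuclei matched on library, class and UMIs 3 genes were called, among them TMEM132D (0.34) and EBF2 (1.34), the latter named after its value was seen, and within cluster 13 edgeR called 0 genes, with 120 at an unadjusted p under 0.05. DESeq2, with its own scaling, called 36, of which 27 were higher and 9 lower, the fit without the library block 0 (477 at an unadjusted p under 0.05), and edgeR 99 without library 2 (73 higher and 26 lower), 80 without library 4 (56 and 24) and 115 without nuclei that Scrublet called doublets. Of the 26 named genes 4, 7, 2 and 12 were no longer called without library 1, 2, 3 and 4. SLIT1 was among those without library 1 (0.29) and 4 (0.27), TIMP2 without library 1 (0.25), 2 (0.24) and 4 (0.20), and DLK1 (0.20), ADAMTS3 (−0.22) and PDZRN3 (−0.21) without library 4.

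Within cluster 13, nuclei with a UMI of NEUROG1 or NEUROG2 were compared with as many nuclei of the same library and depth without one, to ask which genes go with proneural transcripts inside 1 class. There were 84, 107, 84 and 253 positive nuclei in libraries 1 to 4. Of these 528 nuclei 475 had NEUROG1 alone and 34 NEUROG2 alone. The comparison is therefore mostly of nuclei with NEUROG1, and its changes cannot be assigned to NEUROG2. HES6 rose by 1.04 ± 0.11 (log2 ± SE, adjusted p = 1.56e-08), from 186 to 377 CPM, and the Notch ligand DLL1 by 0.58 ± 0.17 (adjusted p = 0.0338). CDKN1C rose by 0.71 ± 0.10 (adjusted p = 8.03e-06, edgeR) and BTG1, an antiproliferative gene, by 0.62. CNTN2 (−0.89) and EPHA3 (−0.75), from the list of axon guidance and adhesion, were lower. DESeq2 called HES6, CDKN1C and EPHA3 of these genes and not DLL1, BTG1 or CNTN2. DLL1 lost its call under 7 of 15 alternatives and stood at 0.25 without library 2 (adjusted p = 0.623, range over all alternatives 1.42e-07 to 0.623), 0.61 without library 1, 0.55 without library 3 and, still called, 1.09 without library 4. BTG1 lost its call under 8 of 15, including each library left out (0.59 to 0.66, adjusted p between 0.052 and 0.174, range over all alternatives 0.0084 to 1.0), and CNTN2 without library 4 (−0.62).

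Of 6 measured NEUROG2 target genes, the study's own list, 3 rose, and 5 passed when adjusted over the list alone (camera adjusted p = 0.00658, adjusted p = 0.609 with an estimated correlation). The third was CBFA2T2 (0.36), higher in 3 of 4 libraries, and DLL3 stood at 0.38 (adjusted p = 0.0713, range over all alternatives 1.50e-11 to 1.0) and at 0.50 without library 3 (adjusted p = 0.00721). Of 5 cell cycle exit genes 2 rose (camera adjusted p = 0.0238, adjusted p = 0.609 with an estimated correlation). Of 24 axon guidance and adhesion genes UNC5C (0.84) rose and 5 fell (camera adjusted p = 0.0196, adjusted p = 0.609 with an estimated correlation). DLK1 (0.50) was the only one of 6 Notch pathway genes called (list adjusted p = 0.216). The matrix genes FN1 (1.10) and COL11A1 (0.77) rose and VCAN (−0.25) fell, out of 9 glycoproteins and proteoglycans (list adjusted p = 0.907, Up, with a median of −0.005 and a mean of 0.065) and 9 collagens (list adjusted p = 0.763). DESeq2 called fewer members of these lists, 1 of the NEUROG2 target genes, 1 of the cell cycle exit genes, 2 of the axon guidance and adhesion genes, 0 of the 9 glycoproteins and proteoglycans and 0 of the 9 collagens, and 1 Notch pathway gene as edgeR did. Outside the lists PHLDB2 (1.56), PRAG1, PLD5, SIPA1L1, CELSR2, KCTD8 and DPY19L1 (0.70) were among the largest rises. The largest falls were in KLHL1 (−1.04), EML5, DACH2, LRRTM4, TRERF1, DMD, MDGA2 and MPP7 (−0.72).

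In all, edgeR called 270 of 7801 genes between positive and matched negative nuclei of cluster 13, 109 higher and 161 lower. Adjusted over the list alone, called members went from 6 to 8 for axon guidance and adhesion, 0 to 2 for ventral telencephalic factors, 1 to 2 for glutamatergic transmission, 0 to 1 for deep-layer neuron genes and 0 to 1 for forebrain regional factors. DESeq2 called 53, the fit without the library block 50, and edgeR 149 without library 2 and 133 without library 4. Of the 28 genes named for this comparison DESeq2 no longer called 17 and the fit without the library block 15, and edgeR no longer called 8, 9, 4 and 9 without library 1, 2, 3 and 4. These included CBFA2T2 without library 1 (0.33), 2 (0.32) and 4 (0.32), COL11A1 without library 1 (0.67), 2 (0.79) and 3 (0.66), VCAN without library 1 (−0.19), 2 (−0.23) and 4 (−0.29), and KCTD8 without library 4 (0.47). With clusters at resolution 1.0 it called 160, and 979 with clusters built from genes of both the clustering and the test set, where CNTN2 stood at 0.13.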

Values the study reported

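The study reported that 103,459 cells passed its filters and that they held 4485 ± 506 transcript reads each on average. It left out cells with more than 120,000 or fewer than 1000 RNA counts and those with over 15% mitochondrial RNA. For its trajectories it isolated 4896 cells that expressed NEUROG1, NEUROG2 or both.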

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

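The test of free RNA by the ratio of NEUROG1 to NEUROG2, that of free RNA from cluster 13 alone, those of transcription by aRG-like and glutamatergic neuron-like nuclei and that of the number of own genes in a cluster were chosen only after related results had been seen. The test of transcription by ventral neuron-like nuclei rests on a comparison that was itself chosen after results for cluster 13 had been seen. Of 217 measures examined for a library far from the other three, 20 had one, where chance alone gives about 1 in 20, or 10.8.

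Library 4 had the highest share of cluster 13, at 3.01% of nuclei, against 1.59% in the next library. Library 2 had 11.4% of its nuclei in cluster 3, a ventral neuron-like cluster, against 8.65% in the next. The other cases are log2 ratios of CPM + 1 within a library, given with the nearest other library. Between cluster 13 and aRG-like nuclei they were LFNG at −1.58 (nearest −2.01), LINC01965 at −4.90 (−4.22) and BRIP1 at −3.21 (−4.01). Between glutamatergic neuron-like nuclei and cluster 13 they were NEUROG1 at −2.02 (−3.17), PPP1R17 at 2.05 (1.35), PDIA4 at −0.22 (−0.56) and LINC01239 at −3.92 (−4.04). Between glutamatergic and ventral neuron-like nuclei they were RND2 at 0.38 (0.23), VCAN at −1.0 (−1.49), CDH12 at 4.58 (4.24) and C5orf64 at −1.04 (−1.83). Between nuclei with NEUROG1 alone and NEUROG2 alone they were CBFA2T2 at 0.65 (0.37), TMEM132D at 0.36 (0.58), DIAPH3 at −0.19 (−0.35) and PDZRN3 at −0.69 (−0.24). Between positive and negative nuclei of cluster 13 they were CBFA2T2 at −0.06 (0.43), SIPA1L1 at 1.15 (0.72) and DACH2 at −1.57 (−0.70).

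NEUROG1 and NEUROG2 UMIs were found in nuclei of every class, ventral neuron-like nuclei included. In ventral neuron-like nuclei transcription by the nuclei themselves, a biological explanation, was tested by the targets of NEUROG2. Their median log2 difference between nuclei with and without a UMI was 0.13 (SD of the median 0.024 over 4 libraries, 5 genes). In cluster 13 the median was 0.44 (6 genes). The lower value argues against such transcription in all of these ventral neuron-like nuclei, and leaves it open for a part of them. For aRG-like nuclei the median was 0.71 (SD 0.345, 5 genes), and 2 of the 5 genes were called higher. Camera gave adjusted p = 0.00121 for the list, and adjusted p = 0.909 with an estimated correlation. That is the direction transcription by the nuclei themselves would give, but the spread over libraries was wide and it stays open. For glutamatergic neuron-like nuclei it stays open too, as the median was 0.15 (SD 0.310) and 0 of 5 genes were called. Free RNA from cluster 13 alone was argued against by the ratio of NEUROG1 to NEUROG2 UMIs, which was 2.216 over the neuron clusters (1.79 to 2.70 by library) and 11.6 in cluster 13, although RNA from outside nuclei need not hold the ratio of nuclear RNA. In neurons free RNA of mixed origin remains a candidate explanation, since the ratio did not differ detectably between 8 neuron clusters (1.77 to 2.86, 2743 UMIs, p = 0.8792 by a permutation test within libraries).

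Cluster 1 had a median of 6977.5 UMIs and raised markers of radial glia and of neurons. It had 0 genes of the test set of at least 20 CPM at 2 times or more their level in every other cluster, against 0 to 141 (median 14) in the others, a weak test because cluster 8 also had 0. Scrublet called 58.1% ± 43.1 of its nuclei and 8.28% ± 6.57 of all others (SD, n = 4), a ratio of at least 6.779 in each library. Droplets with 2 nuclei may therefore make up much of the cluster, although the share called ran from 18.3% to 95.7% between libraries. No biological explanation was tested.

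Each library held more nuclei that passed the filters than the 16500 loaded, by 1.40 to 1.80 times. Shallow barcodes without a nucleus were argued against, since 20422 to 26897 barcodes per library had 2000 or more UMIs. How the surplus arose stays open, and the number loaded comes from the study's methods.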

How the results depend on the processing

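The alternative that takes the aRG-like class from 1 cluster was chosen after the data were seen, and the other alternatives before. Of the values of named genes under all alternatives, 2521 kept direction and side of the threshold, 18 came to pass it, 210 no longer passed it (113 for NEUROG1 against NEUROG2 nuclei, 86 for positive against negative nuclei of cluster 13 and, for glutamatergic against ventral neuron-like nuclei, 9 of CBFA2T2 and 2 of SLC2A3) and 10 changed direction. The 18 were NEUROG2 (6 alternatives) and PPP1R17 (5) in cluster 13 against aRG-like nuclei, FZD8 (2) in glutamatergic nuclei against cluster 13, NEUROG1 (1) in glutamatergic against ventral neuron-like nuclei and DLL3 (4) in positive nuclei. Where a value changed, the cause was not tested. A resolution of 0.3 gave no cluster for basal NPCs and hence no value for comparisons with cluster 13, and the mitochondrial maximum of 5% removed 1 nucleus and tests nothing. Depth limits the shares of nuclei with a UMI, which were lower after thinning.

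Counts of called genes were within 1.5 times for cluster 13 against aRG-like nuclei and for glutamatergic against ventral neuron-like nuclei under every alternative run. For glutamatergic neuron-like nuclei against cluster 13 the exception was 1307 with variable genes from both gene sets, of which 1007 were shared with the 2207 and 966 had the same sign. For NEUROG1 against NEUROG2 nuclei (200) the counts were 36 by DESeq2, 115 without Scrublet doublets, 0 within cluster 13 (120 at an unadjusted p under 0.05, edgeR), 3 with matched nuclei and 80 to 259 with each library left out (99 without library 2, 80 without library 4). For positive against negative nuclei of cluster 13 (270) they were 53 by DESeq2, 160 at resolution 1.0, 979 with variable genes from both gene sets (221 shared) and 133 to 299 with each library left out (149 without library 2, 133 without library 4). Without the replicate block, edgeR called 0 genes (477 at an unadjusted p under 0.05) for NEUROG1 against NEUROG2 nuclei and 50 for positive against negative nuclei. Without the block camera called 8 lists for cluster 13 against aRG-like nuclei and 1 for glutamatergic against ventral neuron-like nuclei, and with an estimated correlation it called 0 in each of the 5 comparisons. No other count of calls moved by over 1.5 times without the block.

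The difference between the shares with NEUROG1 and NEUROG2, in percentage points, was 0.564 in all, 0.342 in aRG-like, 6.45 in cluster 13, 0.438 in glutamatergic and 0.433 in ventral neuron-like nuclei after thinning, and 0.235, 0.190, 6.02, 0.142 and 0.0703 for at least 2 UMIs. It was 7.85 in cluster 13 with variable genes from both gene sets and 6.11 in glutamatergic neuron-like nuclei at resolution 0.3. Without Scrublet doublets the mean was 22385 nuclei per library. Cluster 13 became 5.39% with variable genes from both gene sets, and glutamatergic neuron-like nuclei 9.26% and 4.85% at resolutions 0.3 and 1.0. Ventral neuron-like nuclei became 36.0% and 49.0% at those resolutions, 48.0% without centring and 44.7% with variable genes from both gene sets.

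Values that changed direction were as follows. With variable genes from both gene sets, NEUROG2 was −0.005 and PPP1R17 −0.22 in cluster 13 against aRG-like nuclei and CNTN2 0.13 in positive nuclei. Against ventral neuron-like nuclei NEUROG2 was 0.058 in glutamatergic nuclei at resolution 0.3. VCAN was 0.006 in positive nuclei at resolution 1.0. Within cluster 13, NEUROG1 against NEUROG2 nuclei gave HES6 −0.24, CBFA2T2 −0.21, ZBTB16 −0.11, PARM1 −0.84 and TMEM163 −0.23.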

Other observations

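The comparisons of nuclei with and without a proneural UMI in other classes were chosen only after results for cluster 13 had been seen. In aRG-like nuclei edgeR called 18 of 9450 genes between nuclei with a UMI of NEUROG1 or NEUROG2 and depth-matched nuclei without (634 at an unadjusted p under 0.05), 15 of them higher. HES6 (0.95), the Notch ligand DLL1 (0.83), the netrin receptor DCC (0.66) and the splicing regulator SRRM4 (0.91) rose, and COL4A2, a basement membrane collagen, fell by 0.54, all named after their values were seen. Of 5 NEUROG2 target genes 2 rose, on the study's own list, and 4 when adjusted over the list alone (camera adjusted p = 0.00121, adjusted p = 0.909 with an estimated correlation). In ventral neuron-like nuclei 2 of 12081 genes were called, SOX2-OT (−0.285) and IQCJ-SCHIP1 (−0.245), and in glutamatergic neuron-like nuclei 1 of 7949, a transcript known by a clone name (1.38). That transcript was also among the leading genes of the aRG-like cluster 7, and the reason for its call was not tested. Whether classes differ in these responses was not tested.

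Of the 5182 nuclei with a UMI of either gene, 10.2% were in cluster 13, which held 1.92% of all nuclei, and 31.9% were ventral neuron-like, a class of 40.0%. Cluster 1 held 16.8% of them and 10.9% of nuclei. The 77 nuclei of cluster 14 came from libraries 3 and 4 only and had 2 of 8 mesenchyme and 2 of 6 oligodendrocyte markers raised, and Scrublet called 50.6% of them, against 56.4% in cluster 1. Next came cluster 13 (19.8%), the glutamatergic neuron-like cluster 6 (16.4%) and cluster 12 (16.4%), against 2.79% to 11.6% in the remaining clusters. Cluster 12 was led by VWC2L, HS3ST5, NWD2, OPRM1 and ONECUT1, and cluster 11 by ST18, PDZRN3, ST8SIA5 and CRB1.

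Swapping the 2 sides of a comparison within libraries gives 8 arrangements, too few for a share under 0.05, and in each of the 5 comparisons 1 of them, the real one, called as many genes as it did. The real arrangement called 3808, 2166, 3237, 200 and 270 genes for cluster 13 against aRG-like, glutamatergic against cluster 13, glutamatergic against ventral, NEUROG1 against NEUROG2 and positive against negative nuclei, and the highest other called 0, 0, 0, 4 and 9 (edgeR on the 8 sums of each comparison). A further 27 splits keep both sums of some library on 1 side. They were fitted without the library block, with the 2 sums of a library counted as separate samples, so their counts differ in form from those above. The highest were 0, 0, 0, 559 and 4. The 559 came from libraries 1 and 2 against libraries 3 and 4 in NEUROG1 and NEUROG2 nuclei, which points to a structure between the libraries, in a fit that takes 2 libraries a side as 4 samples.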
